# Stem Cell Antigen-1 (Sca-1) Regulates Mammary Tumor Development and Cell Migration

**DOI:** 10.1371/journal.pone.0027841

**Published:** 2011-11-29

**Authors:** Torey D. Batts, Heather L. Machado, Yiqun Zhang, Chad J. Creighton, Yi Li, Jeffrey M. Rosen

## Abstract

**Background:**

Stem cell antigen-1 (Sca-1 or Ly6A) is a glycosyl phostidylinositol (GPI)-anchored cell surface protein associated with both stem and progenitor activity, as well as tumor initiating-potential. However, at present the functional role for Sca-1 is poorly defined.

**Methodology/Principal Findings:**

To investigate the role of Sca-1 in mammary tumorigenesis, we used a mammary cell line derived from a MMTV-Wnt1 mouse mammary tumor that expresses high levels of endogenous Sca-1. Using shRNA knockdown, we demonstrate that Sca-1 expression controls cell proliferation during early tumor progression in mice. Functional limiting dilution transplantations into recipient mice demonstrate that repression of Sca-1 increases the population of tumor propagating cells. In scratch monolayer assays, Sca-1 enhances cell migration. In addition, knockdown of Sca-1 was shown to affect cell adhesion to a number of different extracellular matrix components. Microarray analysis indicates that repression of Sca-1 leads to changes in expression of genes involved in proliferation, cell migration, immune response and cell organization.

**Conclusions/Significance:**

Sca-1 exerts marked effects on cellular activity and tumorgenicity both *in vitro* and *in vivo*. A better understanding of Sca-1 function may provide insight into the broader role of GPI-anchored cell surface proteins in cancer.

## Introduction

Stem cell antigen-1 (Sca-1 or Ly6A) is a member of the Ly6 family of glycosyl phostidylinositol (GPI)-anchored cell surface proteins. Sca-1 has been long associated with murine stem/progenitor cells [1] and is localized to lipid rafts where it regulates signaling complexes [2]. Functional studies using Sca-1-null mice have revealed several phenotypes. Interferon-stimulated hematopoietic stem cells (HSCs) upregulate Sca-1 in a Stat1-dependent manner. Additionally, minor defects in lineage skewing were observed in the hematopoietic system of Sca-1-null mice. Osteoporosis and reduced muscle size were observed in aging Sca-1-null mice. Moreover, Sca-1 is necessary for matrix metalloproteinase (MMP) activity during muscle repair.

Initial studies in the mammary gland showed that Sca-1^+^ cells have increased regenerative capacity compared to Sca-1^−^ cells [3]. Subsequent studies involving purified mammary stem cells with repopulating activity using CD24 in combination with CD29 (β1 integrin) or CD49f (α6 integrin) indicated that these cells express low levels of Sca-1 [4], [5]. Instead, CD24^high^ luminal progenitor cells were shown to differentiate into Sca-1^+^ estrogen receptor (ER) expressing cells and Sca-1^−^/ER^−^ cells [6].

When Sca-1 or other Ly6 family members are upregulated on tumor cells they are commonly associated with an aggressive phenotype [7]. Sca-1^+^ cells are expanded in mammary tumors induced by Wnt/β-catenin pathway [8], [9]. Despite its association with stem/progenitor cells, little is known about the biological function of Sca-1. To address this question in the context of mammary tumor development, we used a cell line derived from primary tumors of MMTV-Wnt1 transgenic mice, which retained high expression of Sca-1 and could be transplanted into the cleared fat pad of syngenic mice. We found that Sca-1 promotes cell migration and decreases cell adhesion *in vitro* and regulates tumorigenicity upon transplantation. Furthermore, Sca-1 regulates gene expression in multiple pathways involved in tumor progression. This study demonstrates that modulating Sca-1 expression has profound effects on cellular function and tumor development.

## Results

### Sca-1 promotes cell migration

Sca-1 is localized to lipid rafts [2] similar to urokinase plasminogen activator receptor (UPAR), another well-characterized Ly6 family member. UPAR regulates adhesion, migration and angiogenesis in breast cancer [10]. Therefore, we asked whether Sca-1 regulates cell migration using a mammary tumor cell line (Wnt1-YL), derived from primary MMTV-Wnt1 tumors. Previous studies [4], [8] revealed high levels of Sca-1 expression in MMTV-Wnt1 induced hyperplasia and tumors, and we were able to develop several cell lines from these tumors. The Wnt1-YL cells uniformly express high levels of Sca-1 as detected by flow cytometry (Figure 1A). We then knocked down Sca-1 surface expression using shRNA lentiviral technology. A shift in mean fluorescence intensity revealed Sca-1 surface expression was reduced ∼30-fold in the Wnt1-YL-shSca1 (shSca-1) as compared to control cells transduced with an shRNA targeting luciferase (shLuc) (Figure 1A). This reduction in Sca-1 expression did not alter cell growth as assessed by a growth curve over the period of 4 days (Figure 1B). When cell migration was assessed using a wound healing scratch monolayer assay, shSca-1 cells exhibited a significantly slower cell migration at 12–24 hours, (Figure 1C and D). A rescue experiment was next performed by re-introduction of a Sca-1 expression construct containing an altered shRNA-binding site, to rule out off-target effects of the Sca-1 shRNA. Re-expression of Sca-1 reversed the migration phenotype, demonstrating the specificity of the shRNA knockdown (Figure 1C and D). This was also demonstrated independently by microarray analysis in which Ly6a, but not other Ly6 family members, was selectively knocked down by these shRNAs (Table S1). 

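Ly6a, the gene that encodes Sca-1, was lower on each of the 3 arrays of shSca-1 cells than on any of the 3 arrays of shLuc cells. Its intensity, the array's model value after the authors' normalization, was 7646, 7362 and 2843 on shLuc replicates 1, 2 and 3. On the shSca-1 arrays it was 285, 314 and 306. The means were 5950 ± 2695 (SD, n = 3) and 302 ± 15.0 (SD, n = 3). The log2 fold change of shSca-1 against shLuc was -4.17 (standard error 0.36, adjusted p = 0.051 from limma over 45037 probe sets). Without shLuc replicate 3, the shLuc array with the lowest value, it was -4.64 (adjusted p = 5.2e-07 from limma). Its probe set has no gene symbol in the array's annotation table and was matched to Ly6a through Table S1. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1, which is the p here. The paper rests the specificity of the shRNA on the rescue by re-expressed Sca-1. It gives the lower Ly6a, without other Ly6 family members, as independent evidence.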

An early lag phase between 0–12 hours was observed in these rescue experiments where there is a significant difference between the shLuc control cells and the shSca-1+Sca-1 rescued cells; however, this delay was overcome by 18 hours. Notably, the cells appeared to migrate collectively as a sheet of cells rather than as single cells.

**Figure 1:**
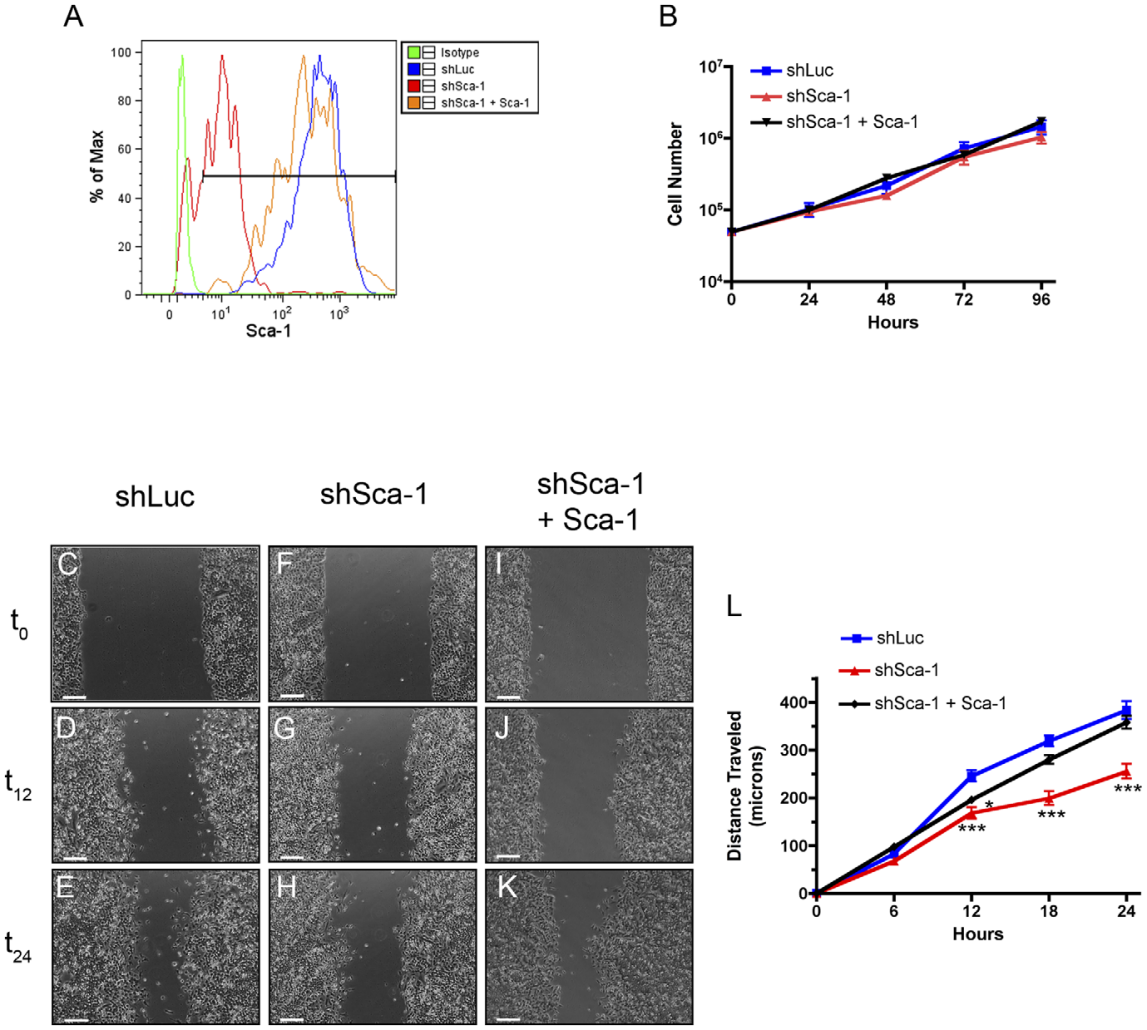
Repression of Sca-1 delays cell migration. Flow cytometry analysis of Sca-1 surface expression, representative histograms (A). Growth curve of shLuc (blue), shSca-1 (red) and shSca-1+Sca-1 (black) cells (B). Images of scratch monolayer migration assay at times 0, 12, and 24 hours (C–K), representative images of 3 experiments performed in triplicate. shLuc (C–E), shSca-1 (F–G), and shSca-1+Sca-1 (I–K), scale bars = 200 µm. Cell migration graph (L). shLuc (blue), shSca-1 (red), shSca-1+Sca-1 (black), * represents statistical significance compared to shLuc control, (* = p<.05, *** = p<.001).

### Sca-1 regulates cell adhesion

We hypothesized that the delay in migration in the shSca-1 cells was attributed to alterations in cell adhesion. In order to determine if Sca-1 regulates cell adhesion, we evaluated the adhesion of the Wnt1-YL cells to a panel of extracellular matrix (ECM) proteins (collagen I, collagen IV, fibronectin, laminin, and vitronectin). shSca-1 cells showed increased adhesion to fibronectin, collagen I, collagen IV, and laminin compared to control cells (Figure 2A). In rescue experiments, adhesion of shSca-1+Sca-1 cells to collagen I, collagen IV, and fibronectin returned to levels similar to the shLuc control cells (Figure 2A). The increase in adhesion to laminin was enhanced in shSca-1+Sca-1 cells (Figure 2A). Additionally, each group exhibited relatively weak adhesion to vitronectin, however, the shSca-1+Scal-1 cells showed reduced adhesion compared to control cells (Figure 2A). These results suggest that delayed migration exhibited by shSca-1 cells may be due to increased cell matrix interactions. To investigate the possible cause for these altered adhesive properties, we evaluated the surface expression of integrins (receptors for ECM proteins) by flow cytometry. We analyzed a panel of integrins (α2, α3, α5, α6, αV, β1, β3, and β4) expressed in normal mammary epithelial cells. α2, α5, α6, αV and β1 were all expressed (Figure 2B–F); however, only α5-integrin showed a difference in expression level between the shSca-1 and control cells. α5-integrin expression increased 1.7 fold in shSca-1 cells (Figure 2C). Notably, α6 and β1, which bind laminin as a heterodimer were expressed at high levels as compared to their respective isotype controls (Figure 2D, F). Interestingly, these receptors have also been used to isolate cancer stem cells in p53^−/−^ mammary adenocarcinomas [11]. These data do not rule out the possibility that integrin activity rather than expression may be altered by Sca-1. Alternatively, integrins that were not evaluated may be aberrantly expressed accounting for the differences in cell adhesion.

**Figure 2:**
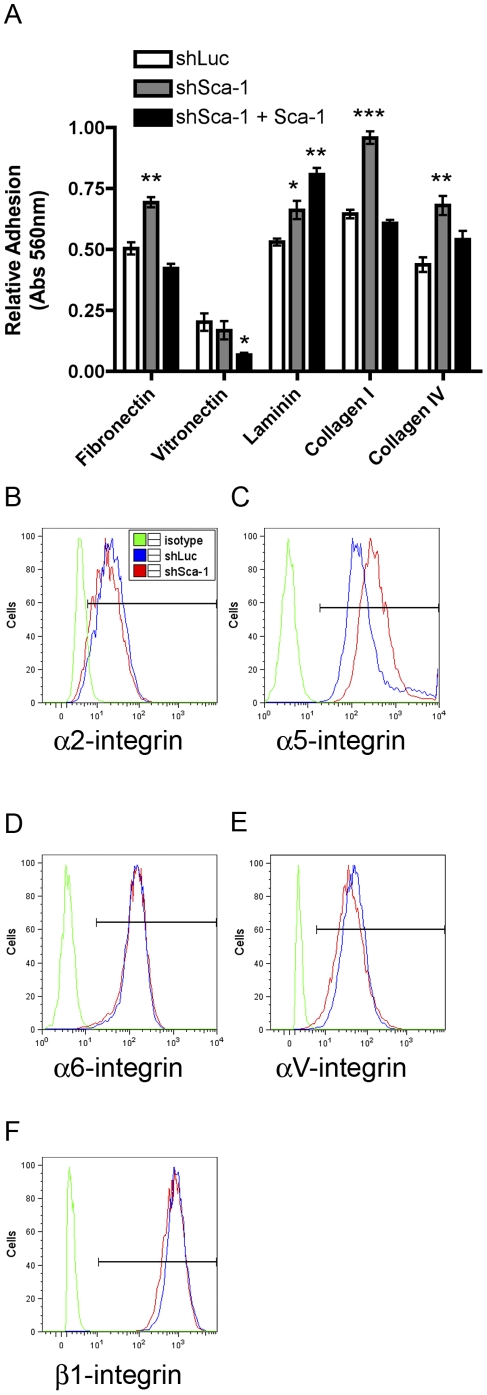
Sca-1 repression leads to increased adhesion to collagen I, collagen IV and fibronectin. Cell adhesion of 100,000 cells/well coated with fibronectin, vitronectin, laminin, collagen I or collagen IV comparing shLuc (open bars), shSca-1 (grey bars) and shSca-1+Sca-1 (black bars). (A). Relative adhesion was normalized to a BSA control, (* p<.05, ** p<.01, *** p<.001), mean±SEM of three experiments performed in triplicate. Flow cytometry analysis of integrin expression α2, α5, α6, αV, β1 (B–F, respectively) representative histograms.

### Repression of Sca-1 increases tumor propagation ability and accelerates tumor growth

We next determined if the alterations in migration and adhesion in Sca-1-deficient cells would influence tumor propagation and growth *in vivo*. To determine if the repression of Sca-1 effects tumor outgrowth, shSca-1 or shLuc cells were transplanted into the cleared mammary fat pad of 3–4 week old syngenic recipient mice, at concentrations ranging from 500–10,000 cells. Limiting dilution transplantation revealed that shSca-1 cells display a 9-fold increase in tumor propagating potential (1/654) as compared to shLuc control cells (1/5963; p>.001) (Table 1, [12]). A significantly greater number of shSca-1 tumors were observed at lower cell concentrations 2000-500 cells (Table 1).

**Table 1:** Repression of Sca-1 increases tumor outgrowth potential and tumor propagating cell frequency.

	Tumor Take Rate		
No. Cells Injected	shLuc (%)	shSca-1 (%)	p-value
**10,000**	9/10 (90)	11/11 (100)	ns
**5,000**	5/12 (42)	9/9 (100)	p<.01
**2,000**	4/10 (40)	13/14 (93)	p<.01
**1,000**	1/10 (10)	6/7 (86)	p<.01
**500**	1/11 (9)	7/13 (54)	p<.01
**Tumor Propagating Cell Frequency**	1/5963 cells	1/654 cells	

We subsequently studied tumor latency with injections of 10,000 cells, since both knockdown and control cell lines efficiently develop tumors at this concentration. shSca-1-derived tumors had a median latency of 2 weeks as compared to 5 weeks for shLuc-derived tumors (Figure 3A). To determine if the accelerated tumor development was due to increases in proliferation in the shSca-1 cells or increased cell death in the shLuc control cells, tumor sections were stained for BrdU and a TUNEL assay, respectively. This was investigated in both early histological lesions and in palpable tumors. When mammary fat pads were harvested 2 weeks following transplantation, and early lesions analyzed, 10% of the shLuc tumor cells were BrdU-positive in comparison to shSca-1 tumor cells in which 20% were BrdU-positive (Figure 3B–C, F). However, in established tumors this two-fold difference in proliferation was not observed, and approximately 20% of the cells were BrdU-positive cells in both groups (Figure 3D–F). Neither early lesions nor established tumors showed differences in cell death (Figure S1), suggesting that the difference in latency was attributed to a transient increase in proliferation in the early lesions. These data are consistent with the limiting dilution transplantation results and suggest that knockdown of Sca-1 influences tumor initiation in this model, but appeared to have little effect in established tumors.

**Figure 3:**
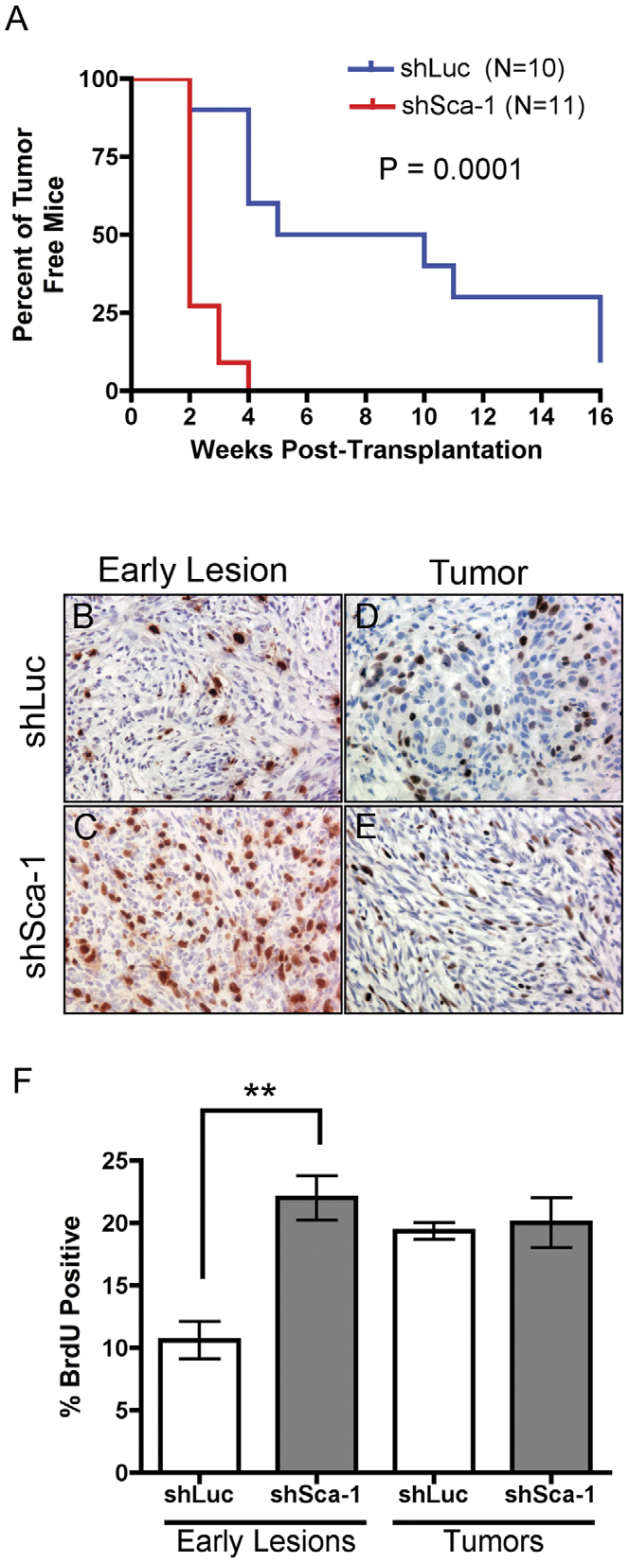
Repression of Sca-1 accelerates tumor growth by a transient increase in proliferation. Tumor latency plot comparing shLuc (blue line) and shSca-1 (red line) (A). BrdU staining of early lesions (B,C) and established tumors (D,E). Bar graph of BrdU staining of shLuc (open bars) and shSca-1 (grey bars) in early lesions and tumors (F) (** p<.01).

To determine the histological characteristics of these tumors, we performed immunostaining for mammary epithelial markers (K5, K8, pan-Keratin). Interestingly, hemotoxylin and eosin staining showed a mesenchymal (spindle-shaped) morphology distinctly different from the transgenic MMTV-Wnt1 tumors from which the cell line was derived. The tumors were positive for basal marker K5 (Figure 4), while only a small percentage of the cells were positive for luminal keratin marker K8, further suggesting a divergence from the parental MMTV-Wnt1 tumors, which expressed both basal and luminal keratins [8].

**Figure 4:**
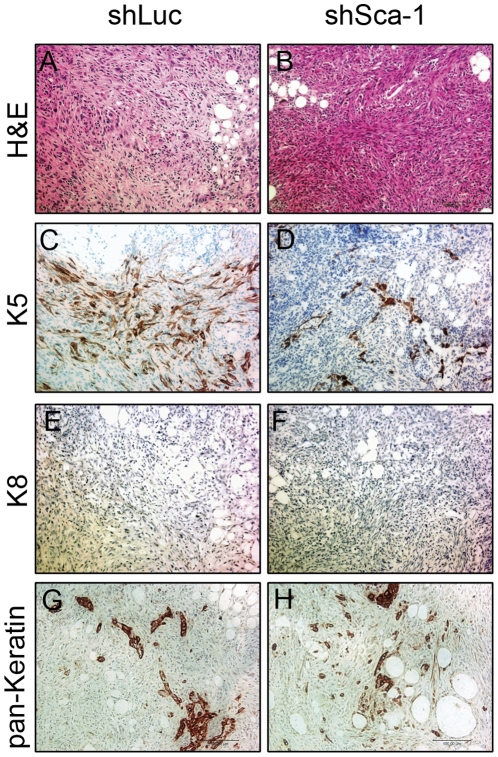
Wnt1-YL tumors express basal epithelial marker K5. Immunohistochemical staining of early tumor lesions of shLuc- and shSca-1-derived tumors. Hemotoxylin and eosin staining (A–B), Keratin 5 (C–D), Keratin 8 (E–F), pan-Keratin (G–H).

### Identification of differentially expressed genes

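Krt14 and Krt5, keratins of basal cells, were abundant in Wnt1-YL cells, the line that the authors grew from an invasive carcinoma of an MMTV-Wnt1 mouse. Krt14 had an intensity of 9353 ± 1364 (SD, n = 3) in cells with an shRNA against luciferase (shLuc) and 11034 ± 710 (SD, n = 3) in cells with an shRNA against Sca-1 (shSca-1). Krt15, another basal keratin, had means of 40.5 and 5.37. Keratins of luminal cells were near background on 5 of the 6 arrays. Krt18 lay between 37.7 and 65.2 on those arrays and Krt8 between 19.7 and 33.1. On shLuc replicate 3, Krt18 was 7175, Krt8 was 1303, Krt7 was 3185 and Cdh1, which encodes E-cadherin, was 4482. Krt5 was 3141 on this array and between 9576 and 11431 on the others. Il17b, a cytokine gene, was 41.3 on it and between 3817 and 5825 on the others. Krt18, Krt7, Cdh1 and Il17b were chosen after their values were seen. On shLuc replicate 3, 135 probe sets had an intensity of 500 or more and over 10 times that of every other array, against 0 on any other array. Its highest correlation with another array was 0.924 (Pearson's r across probe sets, which are not independent replicates), while each other array reached at least 0.957 with its nearest. For many results, though not for all, values without this array are therefore given beside those of all 6.

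**Figure D1:**
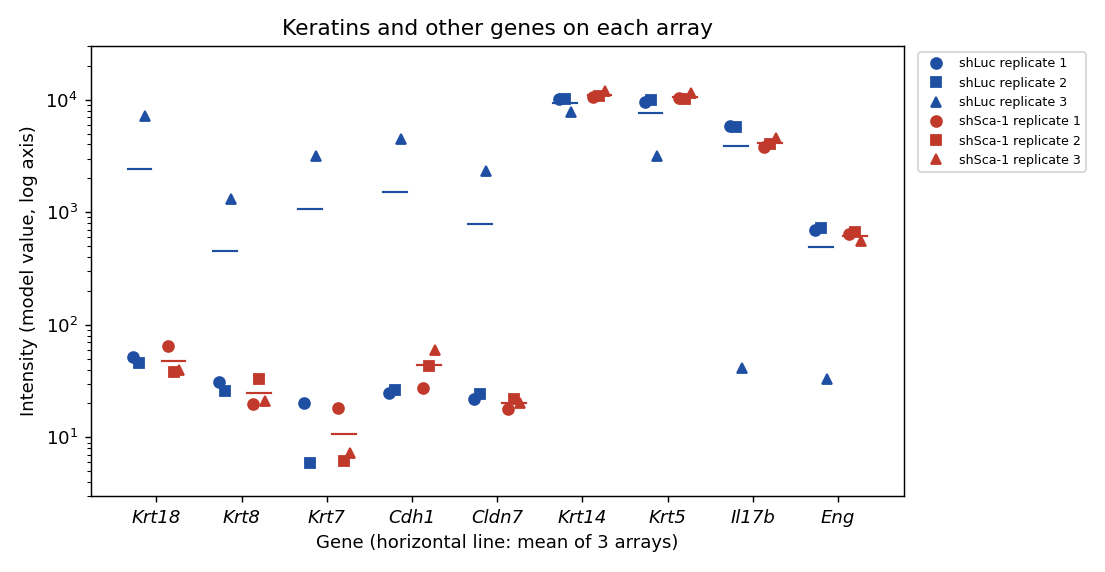
Intensity of 9 genes on the 6 arrays, on a log axis. Points are arrays, with shLuc in blue and shSca-1 in red, and lines are the means of 3 arrays. Krt18 was 7175 on shLuc replicate 3 and at most 65.2 on the others.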

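RNA from cultured cells was measured on 6 Affymetrix arrays, 3 per shRNA. A probe set is a group of oligonucleotides meant to measure transcripts of a gene, though 932 are assigned to several genes. The authors computed the intensities with the PM-MM model of dChip after invariant set normalization. They are on a linear scale, with array medians between 37.3 and 40.6. For testing, values under 1 were set to 1, log2 was taken and 64 control probe sets were left out. The 45037 others were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. A gene is represented by its brightest probe set unless several are named. The number of arrays limits the precision. The labels call the replicates biological, and neither they nor the paper tell whether each came from a culture of its own, so each p measures the spread between these samples.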

To determine the potential mechanisms by which Sca-1 regulates cell migration, adhesion, and tumor development, we performed an Affymetrix mouse genome 430A 2.0 array on cDNA comparing shLuc and shSca-1 from cells grown *in vitro*. The array identified 448 unique genes (574 Affymetrix probe sets) with p<0.01 and fold change >1.5 (Table S1). 

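Inhbb, which encodes a subunit of activin B, and Uhmk1, a kinase gene chosen after its values were seen, were among the probe sets with the smallest p. Inhbb had an intensity of 2178 ± 84.8 (SD, n = 3) in shLuc cells and 1000.2 ± 72.2 (SD, n = 3) in shSca-1 cells, a log2 fold change of -1.12 (standard error 0.09, adjusted p = 0.051 from limma). Uhmk1 had a log2 fold change of -1.34 (standard error 0.11, adjusted p = 0.051 from limma). Both passed without shLuc replicate 3 (adjusted p = 0.0018 and 0.0019 from limma). At the paper's thresholds, an unadjusted p under 0.01 and a fold change over 1.5, limma gave 824 probe sets of 548 genes. Of the 574 probe sets of Table S1, all 574 had the table's direction and 452 were past these thresholds. Table S1 was chosen on these samples and is not independent evidence of direction. At an adjusted p under 0.05, limma gave 0 probe sets, the smallest adjusted p being 0.051. At an unadjusted p under 0.05 it gave 4170, or 9.26%, and the methods' t-test with the same adjustment gave 4. Leaving out shLuc replicate 3, limma gave 1244 probe sets at an adjusted p under 0.05 and 1605 at the paper's thresholds, and 412 of the 824 were among the 1244. The count of 824 was 507 without shSca-1 replicate 1, 534 without shSca-1 replicate 2 and 329 when intensities under 64 were set to 64.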

One hundred and twenty six genes were upregulated, and 322 genes were downregulated (Figure 5A). 

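More probe sets were lower than higher in shSca-1 cells. Among the higher were Timp1, an inhibitor of matrix metalloproteinases, and Ces1g, a carboxylesterase gene. Timp1 had an intensity of 3562 ± 131 (SD, n = 3) in shLuc cells and 6106 ± 360 (SD, n = 3) in shSca-1 cells, a log2 fold change of 0.78 (standard error 0.08, adjusted p = 0.060 from limma). Ces1g had a log2 fold change of 3.62 (standard error 0.39, adjusted p = 0.060 from limma). Among the lower were Mgst1, a microsomal glutathione transferase gene, with a log2 fold change of -2.09 (standard error 0.31, adjusted p = 0.11 from limma), and the keratin gene Krt15, with -2.77 (standard error 0.51, adjusted p = 0.19 from limma). With intensities under 64 set to 64, Ces1g had 2.36 and Krt15, near background at 40.5 and 5.37, had no difference. At the paper's thresholds, limma gave 225 probe sets higher, of 149 genes, and 599 lower, of 400 genes. By the methods' t-test and a fold from mean log2 values, 157 were higher and 413 lower. In limma, 70 were higher and 259 lower with intensities under 64 set to 64, and 105 to 429 were higher and 367 to 1176 lower when 1 array was left out. In limma without shLuc replicate 3, these 4 genes passed an adjusted p under 0.05, and 266 genes higher and 608 lower did in all. The share of probe sets past the thresholds that was lower was 72.7% as deposited, 59.5% after quantile normalization and 61.0% after centring each array on its median.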

Importantly, Sca-1 was the only Ly6 family member on the chip that was significantly downregulated. 

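The other Ly6/uPAR family genes, which encode small GPI-anchored or secreted proteins, were neither higher nor lower at the paper's thresholds. Ly6d had an intensity of 100.3 ± 62.9 (SD, n = 3) in shLuc cells and 242 ± 178 (SD, n = 3) in shSca-1 cells, a log2 fold change of 1.36 (standard error 0.73, adjusted p = 0.63 from limma), and of 0.59 without shLuc replicate 3 (adjusted p = 0.61 from limma). Plaur, which encodes UPAR, had a log2 fold change of 0.07 (standard error 0.14, adjusted p = 0.90 from limma). Of 28 measured members besides Ly6a, 0 passed an adjusted p under 0.05, an unadjusted p under 0.05 or the paper's thresholds in limma, and 0 passed those thresholds by the methods' t-test. With a replicate block, Lypd3 was lower past them (log2 fold change -1.65, unadjusted p = 0.0044, adjusted p = 0.59 from limma). As a list they had a camera adjusted p of 0.79, and an adjusted p of 0.88 with an estimated correlation. Lypd6b depended on shLuc replicate 3, where its intensity was 23.9. It was 251 and 213 on shLuc replicates 1 and 2 and between 77.7 and 92.8 on the shSca-1 arrays. Its log2 fold change was -0.33 on all 6 arrays (standard error 0.84, adjusted p = 0.93 from limma) and -1.42 without that array (adjusted p = 0.0076 from limma), the 1 member lower in that comparison. Lypd3 and Lypd6b were chosen after their values were seen. Another 11 members, among them Ly6c1 and Ly6g, have no probe set assigned to them alone and were not tested.

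**Figure D2:**
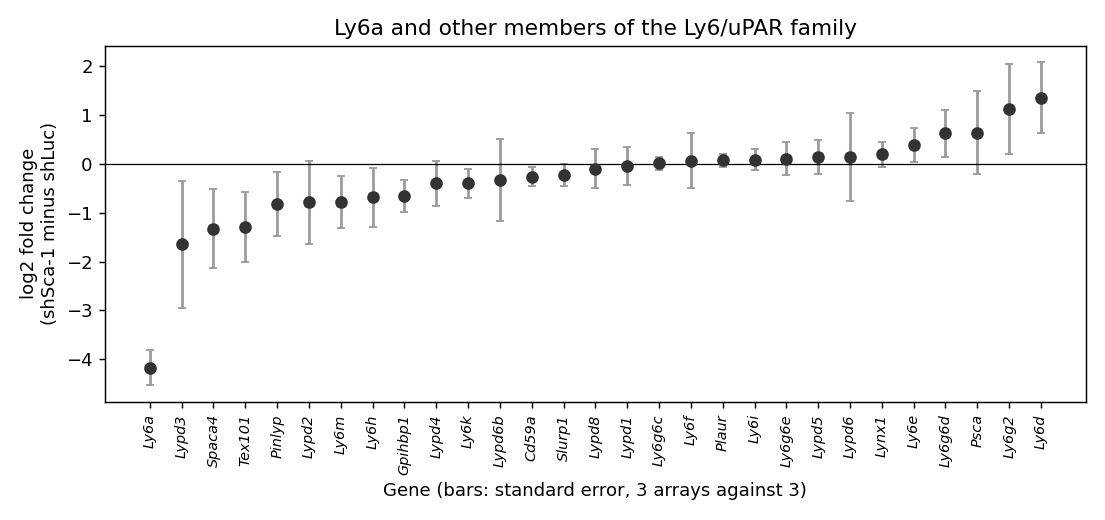
Log2 fold change of Ly6a and 28 other Ly6/uPAR family genes, shSca-1 minus shLuc. Points are genes and bars are standard errors from limma on 6 arrays. Ly6a lies at -4.17, and Ly6d at 1.36.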

Differences in gene expression of several genes were verified by qRT-PCR analysis (Figure S2). 

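Ccl2, Ccl7 and Cxcl5, genes of chemokines that attract monocytes and neutrophils, had higher values in shSca-1 cells. Ccl2 had an intensity of 55.1 ± 23.2 (SD, n = 3) in shLuc cells and 483 ± 35.3 (SD, n = 3) in shSca-1 cells, a log2 fold change of 3.23 (standard error 0.33, adjusted p = 0.057 from limma). Ccl7 went from 34.8 ± 13.4 (SD, n = 3) to 124 ± 14.0 (SD, n = 3), a log2 fold change of 1.92 (standard error 0.34, adjusted p = 0.17 from limma). Cxcl5, a ligand of neutrophil receptors, had means of 321 ± 154 (SD, n = 3) and 2433 ± 784 (SD, n = 3) and a log2 fold change of 3.03 (standard error 0.43, adjusted p = 0.11 from limma). Without shLuc replicate 3, which had the lowest Ccl2 (29.8) and Cxcl5 (146) of all arrays, the log2 fold changes of Ccl2, Ccl7 and Cxcl5 were 2.84, 1.54 and 2.53, and all 3 passed (adjusted p = 7.8e-04, 0.0089 and 0.0036 from limma). With intensities under 64 set to 64, Ccl2 had 2.84 and Ccl7 0.95. Of 35 chemokine ligands measured, 18 had a positive log2 fold change, with a median of 0.00, while 6 were higher at the paper's thresholds and none was lower. The others of the 6 were Ccl4 (log2 fold change 1.49), Cxcl1 (1.92) and Cxcl3 (1.75), and 4 of the 35 were higher when adjusted over the list alone. Cxcl2, a neutrophil chemokine gene near background, had -1.01 (standard error 0.46, adjusted p = 0.58 from limma). Ccl4, Cxcl3 and Cxcl2 were chosen after their values were seen. Camera with an estimated correlation, which was -5e-04 against the preset 0.01, gave the list an adjusted p of 0.28. At the preset the camera adjusted p was 0.037. That call was lost after quantile normalization (adjusted p = 0.12), with a replicate block (0.053), without shLuc replicate 1 (0.087) and without shSca-1 replicate 1 (0.19), and the count of 6 was 3 by the methods' t-test, with no trend in the variance, with a replicate block and with intensities under 16 or 64 set to that value.

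**Figure D3:**
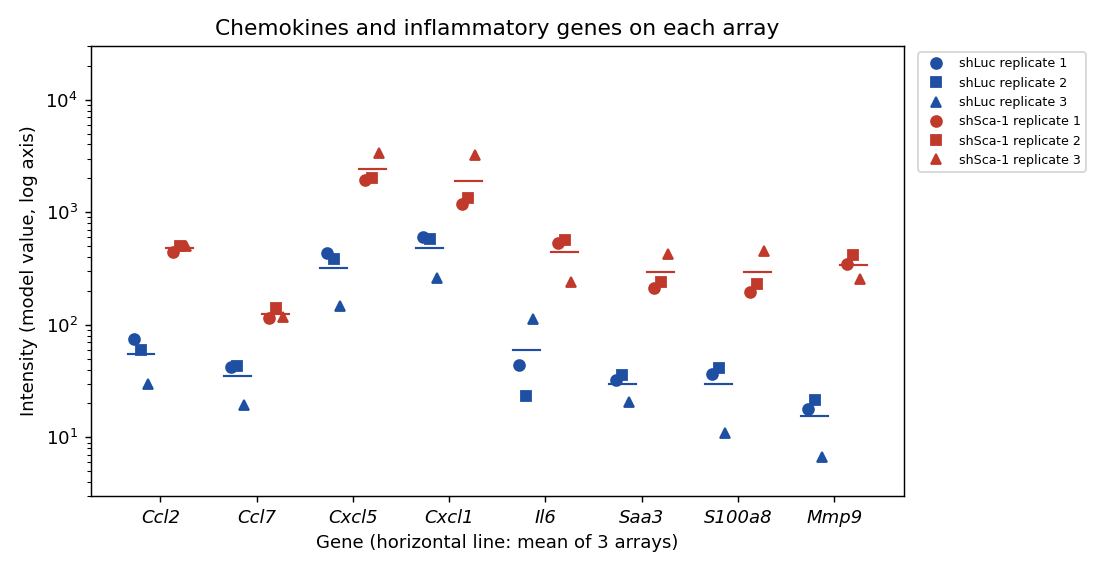
Intensity of 8 chemokine, inflammatory and protease genes on the 6 arrays, on a log axis. Points are arrays, with shLuc in blue and shSca-1 in red, and lines are the means of 3 arrays. Ccl2 lay between 29.8 and 75.3 on the shLuc arrays and between 443 and 505 on the shSca-1 arrays.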

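Saa3, S100a8, Il6 and Il1a, genes of inflammation, also had higher values in shSca-1 cells. Saa3, an acute-phase gene, had an intensity of 29.6 ± 8.0 (SD, n = 3) in shLuc cells and 293 ± 118 (SD, n = 3) in shSca-1 cells, a log2 fold change of 3.28 (standard error 0.33, adjusted p = 0.057 from limma). S100a8, which encodes a subunit of calprotectin, had a log2 fold change of 3.42 (standard error 0.56, adjusted p = 0.14 from limma). Il6 had a log2 fold change of 3.09 and Il1a of 2.95, each the gene of an inflammatory cytokine. With shLuc replicate 3 left out, Saa3 had 3.04, S100a8 2.81, Il6 3.70 and Il1a 2.24. The shLuc means of Saa3 and S100a8 were below the array medians, and with intensities under 64 set to 64 their log2 fold changes were 2.12 and 2.09, and that of Il6 was 2.43. Of 33 measured NF-kB and acute inflammation genes, 7 were higher at the paper's thresholds, 7 when adjusted over the list alone, and none was lower by either, while 3 were higher at the paper's thresholds by the methods' t-test. The remaining ones were Birc3, Tnfaip3 and Nfkbia, known targets of NF-kB. Il1a, Tnfaip3 and Nfkbia were chosen after their values were seen. In limma, 7 genes of the list passed an adjusted p under 0.05 without shLuc replicate 3, Saa3, S100a8, Il6 and Il1a among them. Camera gave the list an adjusted p of 1.3e-07, and an adjusted p of 0.15 with an estimated correlation. Of the members of this list and of the chemokine list, 3 each are in Table S1, which had been seen when the lists were written.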

Repression of Sca-1 lead to the upregulation of several inflammatory chemokines: chemokine (c-c motif) ligand 2 (Ccl2), Ccl7, chemokine (c-c motif) ligand 5 (Cxcl5). Additionally, repression of Sca-1 altered the expression of genes involved in proliferation, cell movement, cell-cell signaling and cell organization (Figure 5B).

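Genes of mitosis had slightly higher values in shSca-1 cells, while the paper's growth curve showed no change in growth in culture with the knockdown. Foxm1, a transcription factor gene for G2/M genes, had an intensity of 258 ± 5.0 (SD, n = 3) in shLuc cells and 398 ± 30.9 (SD, n = 3) in shSca-1 cells, a log2 fold change of 0.62 (standard error 0.11, adjusted p = 0.18 from limma). Cenpe, a kinetochore motor gene, had a log2 fold change of 0.63 (standard error 0.14, adjusted p = 0.25 from limma). All 35 measured genes of the G2/M list had a positive log2 fold change, with a median of 0.40, and this held after quantile normalization and after centring the arrays. At the paper's thresholds 2 of them were higher, and 13 when adjusted over the list alone. When shLuc replicate 3 was left out, 19 passed an adjusted p under 0.05 in limma, Foxm1 and Cenpe among them. For the list, camera gave an adjusted p of 6.5e-18, and an adjusted p of 0.32 with an estimated correlation. Of 20 cell cycle inhibitors and quiescence genes, 4 were lower at the paper's thresholds, 4 when adjusted over the list alone, and none was higher. They were Cdkn1b, which encodes the inhibitor p27, with a log2 fold change of -1.33 (standard error 0.19, adjusted p = 0.11 from limma), Rbl2, a retinoblastoma family gene (-1.48), Ccng2 (-0.99) and Mxd4 (-1.09). That list had a camera adjusted p of 0.12 on 6 arrays and 0.0048 without shLuc replicate 3, and adjusted p of 0.53 and 0.56 with an estimated correlation. Of 36 G1/S and DNA replication genes, the clamp loader gene Rfc2 was lower at the paper's thresholds and when adjusted over the list alone (log2 fold change -0.96). None of the 36 was higher, and the list had a camera adjusted p of 0.70. With shLuc replicate 3 left out, 1 of the 36 was higher and 2 were lower at an adjusted p under 0.05 in limma. Of these lists, 2, 3 and 1 members are in Table S1.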

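Among genes of cell movement and organization, single members stood out rather than whole lists. Mmp9, a gelatinase gene, had an intensity of 15.4 ± 7.7 (SD, n = 3) in shLuc cells and 341 ± 82.4 (SD, n = 3) in shSca-1 cells, a log2 fold change of 4.61 (standard error 0.45, adjusted p = 0.057 from limma). Its shLuc values were below the array medians, and with intensities under 64 set to 64 the log2 fold change was 2.38. Plat, which encodes tissue plasminogen activator, had a log2 fold change of -1.47 (standard error 0.27, adjusted p = 0.18 from limma). Of 31 matrix proteases and inhibitors, 2 were higher and 1 was lower at the paper's thresholds and when adjusted over the list alone. Of 33 actin and focal adhesion genes, Myl9, a myosin light chain gene, was lower (log2 fold change -1.83, standard error 0.20, adjusted p = 0.063 from limma) and none was higher, with 2 lower when adjusted over the list alone. Of 32 matrix proteins, the laminin gene Lamb2 was lower (-1.10) and none was higher, with 1 each way when adjusted over the list alone. Of 31 cadherin and cell-cell junction genes, Nectin2 was lower by both counts (-0.96) and none was higher. The camera adjusted p of these lists was 0.78, 0.86, 0.61 and 0.22. The actin list was called lower without shLuc replicate 3 (adjusted p = 0.028, and adjusted p = 0.32 with an estimated correlation). In that comparison, Mmp9, Plat, Myl9 and Nectin2 passed an adjusted p under 0.05 in limma. Of the 32 matrix proteins, Lamb3 (log2 fold change 0.65, adjusted p = 0.0089 from limma) and Sparc (0.40, adjusted p = 0.021 from limma) were higher there. None of them was lower at that threshold, and Lamb2 had -0.99 (adjusted p = 0.058 from limma). On shLuc replicate 3, 8 of the 31 junction genes were at 100 or more and at least 4 times every other array. Among them were Cldn3 and Ocln, chosen after their values were seen.

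**Figure D4:**
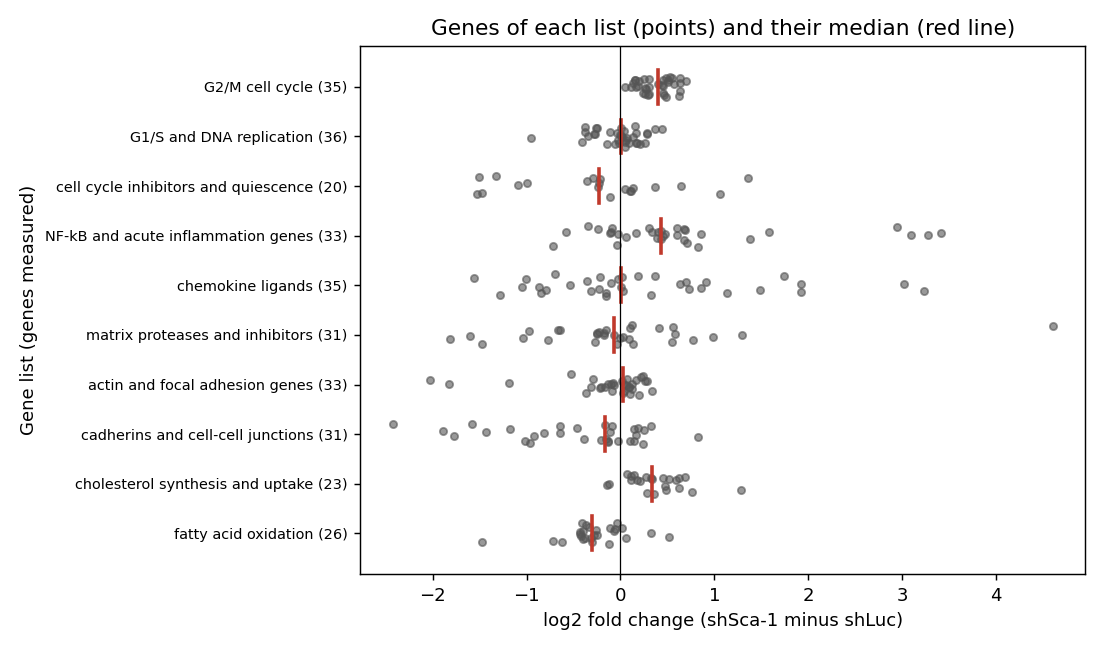
Log2 fold change, shSca-1 minus shLuc, of the genes of 10 lists. Points are genes, red lines are medians and the number of measured genes is in parentheses. All 35 G2/M genes lie above 0, and their median is 0.40.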

**Figure 5:**
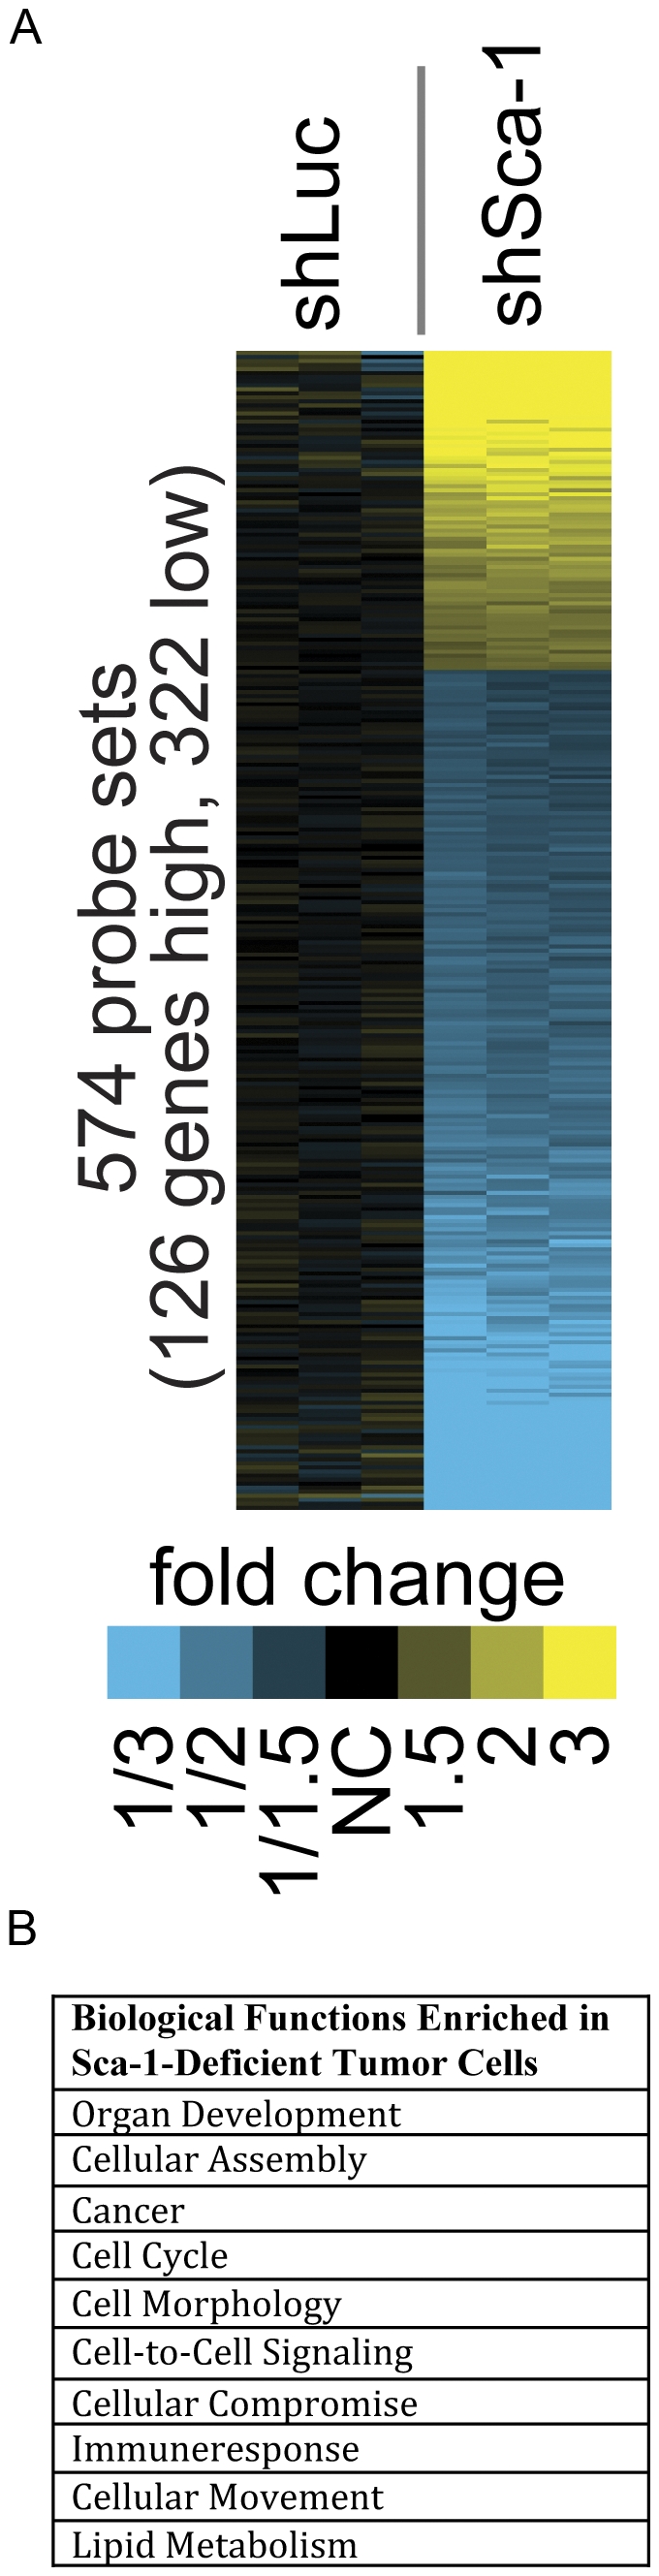
Gene expression analysis of shLuc and shSca-1 cells. Heat map of differentially expressed genes between shLuc and shSca-1 cells (A) up-regulated genes (yellow) and down-regulated (blue). Table of pathways enriched in Sca-1 deficient cells (B).

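Lipid genes differed in both directions. Cpt1a, which encodes the enzyme that admits fatty acids to mitochondria for oxidation, had an intensity of 698 ± 7.0 (SD, n = 3) in shLuc cells and 257 ± 64.3 (SD, n = 3) in shSca-1 cells. Its log2 fold change was -1.47 (standard error 0.18, adjusted p = 0.070 from limma). Acaa2, a thiolase gene, had a log2 fold change of -0.72 (standard error 0.14, adjusted p = 0.21 from limma). Of 26 measured genes of fatty acid oxidation, these 2 were lower at the paper's thresholds, 3 when adjusted over the list alone, and none was higher. The list had a camera adjusted p of 1.2e-04, and an adjusted p of 0.43 with an estimated correlation. Genes of cholesterol synthesis and uptake had higher values. Tmem97, a sterol-regulated gene, had a log2 fold change of 0.76 (standard error 0.11, adjusted p = 0.11 from limma), and the lipoprotein receptor gene Lrp8 of 0.68 (standard error 0.12, adjusted p = 0.18 from limma). Of 23 measured, 3 were higher at the paper's thresholds, 10 when adjusted over the list alone, and none was lower, with Insig1 (0.63) being the third. Camera's adjusted p for them was 2.7e-11, and an adjusted p of 0.15 with an estimated correlation. In the absence of shLuc replicate 3, 3 genes of fatty acid oxidation were lower and 9 of cholesterol synthesis and uptake higher at an adjusted p under 0.05 in limma, Cpt1a, Acaa2, Tmem97 and Lrp8 among them. Each list has 2 members in Table S1.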

## Discussion

Sca-1 is widely accepted as a stem/progenitor cell marker in normal mouse tissues [3], [13]–[15]. However, Sca-1^eGFP/eGFP^ mice did not exhibit a reproducible phenotype on mammary gland development in our laboratory (unpublished data). Previous studies have shown that Sca-1 positive cells are expanded in Wnt/β-catenin induced mammary tumors [8], [9]. Additionally, a Ly6 family member, Ly-6D is upregulated in a variety of murine tumors and triple-negative breast cancers [16]. Despite these associations there is limited knowledge of functional role of Sca-1. Our findings indicate that Sca-1 plays an important role in mammary tumorigenesis as revealed using a novel cell line derived from MMTV-Wnt-1 mouse mammary tumors. First, Sca-1 promotes cell migration and affects cell adhesion to several ECM substrates in vitro. Second, Sca-1 regulates the frequency of tumor propagating cells and tumor cell proliferation in early lesions. These studies point to epithelial-ECM interactions as mediators of Sca-1 function; however, direct effects on downstream signaling and their relationship to tumor latency have not yet been determined.

There are several plausible explanations for our observations. First, Sca-1 may directly (or indirectly) interact with integrins modulating their ability to heterodimerize and bind ECM proteins, and/or modulating the strength of integrin-ECM interactions. The increased expression of α5-integrin in shSca-1 cells likely accounts for the increased adhesion to fibronectin via the α5β1 heterodimer. α5-integrin has been implicated as a suppressor of metastasis and α6-integrin promotes metastasis in breast cancer cell lines [17]. Since both of these integrins are expressed at similar levels in the Wnt1-YL cells, further investigation is required to fully define the relationship between Sca-1 and the role of integrins in this system. Next, Sca-1 may interact with non-integrin receptors such as growth factor receptors that cooperate with integrin signaling [18]–[20]. Alternatively, Sca-1 may alter interactions with cell surface receptors that act independently of integrin signaling. Additionally, Sca-1 may regulate the activation of MMPs leading to the release/activation of growth factors stimulating proliferation of tumor cells as observed in skeletal muscle cell regeneration [21].

The Wnt1-YL cells exhibited collective cell migration as a sheet in a scratch monolayer assay. In transwell migration assays, evaluating single cell migration across a porous membrane we did not show statistically significant differences in migration (data not shown). Furthermore, when the cells were seeded in matrigel (laminin-rich matrix) for a 3D morphogenesis/invasion assay the cells did not exhibit differences in terms of acini/colony formation frequency, size, morphology or invasive properties (data not shown). These observations suggest that Sca-1 is responsible for subtle changes in cell-cell and cell-ECM interactions in this cell line. Deciphering these subtleties in the context of cell migration and invasion may require further investigation of this cell line on matrices of single ECM substrates.

Interestingly, repression of Sca-1 alters chemokine expression, influencing the recruitment of inflammatory infiltrates. Since immune cells influence many processes including angiogenesis, cell invasion, matrix remodeling, interactions between tumor cells and the immune system have become of increasing interest in the past decade. Immune cells in both the innate and adaptive immune systems have proved to be important in tumor development and metastasis [22]–[25]. Chemokine secretion from shSca-1 cells may recruit immune cells with pro-tumor activities accounting for the accelerated tumor growth. Furthermore, Sca-1 not only regulates chemokine expression, but Wnt1-YL cells grown in culture show differential secretion of both cytokines and chemokines (data not shown). Also, insulin degrading enzyme (Ide-1), a protein that physically interacts with Sca-1 to regulate differentiation skeletal muscle cells [2], was down regulated in shSca-1 cells. 

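Ide, which encodes insulin degrading enzyme, had lower values in shSca-1 cells by each of its 5 probe sets. The brightest had an intensity of 1196 ± 53.4 (SD, n = 3) in shLuc cells and 740.4 ± 31.9 (SD, n = 3) in shSca-1 cells. Its log2 fold change was -0.69 (standard error 0.09, adjusted p = 0.097 from limma). The others had log2 fold changes of -1.23, -1.29, -1.24 and -0.74, and all 5 were past the paper's thresholds. For the probe set with -1.29, the adjusted p was 0.051 from limma. Without shLuc replicate 3, 4 of the 5 passed an adjusted p under 0.05 in limma, the brightest with a log2 fold change of -0.66 (adjusted p = 0.0097 from limma).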

Ide-1 catalyzes the degradation of mitogenic peptides attenuating proliferative signals. Reduction in this activity may also account for proliferative response seen the shSca-1 tumor development. Additionally, Fgf20, a Wnt/β-catenin target gene, was up regulated in response to Sca-1 repression. 

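Fgf20 was near background on every array. Its intensity was 6.12 ± 0.73 (SD, n = 3) in shLuc cells and 12.9 ± 2.9 (SD, n = 3) in shSca-1 cells, while the array medians lay near 38.3. Each shSca-1 array was above each shLuc array. The log2 fold change was 1.05 (standard error 0.38, unadjusted p = 0.028, adjusted p = 0.48 from limma), which is past the paper's thresholds by the methods' t-test (unadjusted p = 0.0078) and not in limma. It was 1.15 without shLuc replicate 3 (adjusted p = 0.30 from limma). With intensities under 16 set to 16, Fgf20 has no difference. Of 36 measured FGF ligands, receptors and feedback genes, Fgf15 was higher (log2 fold change 1.17, and 0.19 with intensities under 64 set to 64) and the feedback inhibitor gene Spry2 lower (-0.68) at the paper's thresholds, with 1 lower and none higher when adjusted over the list alone. The list had a camera adjusted p of 0.20 and an adjusted p of 0.48 with an estimated correlation. Of 30 measured Wnt/β-catenin target genes, 0 passed the paper's thresholds in limma, 3 had an unadjusted p under 0.05, and 1, Fgf20, passed the thresholds by the methods' t-test. None passed when adjusted over the list alone, and the camera adjusted p was 0.86, with a median log2 fold change of -0.09. With shLuc replicate 3 left out, 1 of the 30 was higher and 1 lower at an adjusted p under 0.05 in limma. Over the list alone, 1 was then higher and 2 lower. Wnt1 had an intensity of 5.52 ± 0.19 (SD, n = 3) and 10.2 ± 2.5 (SD, n = 3), a log2 fold change of 0.85 (standard error 0.40, adjusted p = 0.59 from limma). It too was near background, and had no difference with intensities under 16 set to 16.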

Cooperation between the Wnt/β-catenin and FGF signaling pathways has been reported in human cancers and our laboratory has previously shown a strong association leading to rapid proliferation upon simultaneous activation of these pathways [20]. Thus, Sca-1 potentially regulates multiple aspects of tumor development. The impact of these changes in mRNA expression needs to be determined with regard to protein expression and activity to better understand the role of Sca-1 in tumorigenesis.

Recently, Upadhyay and colleagues showed that Sca-1 inhibited TGF-β signaling by disrupting the heterodimerization of the TGF-β receptors and repressing expression of Gfd10, a TGF-β ligand, in a mammary adenocarcinoma cell line induced by medroxyprogestrone (MP) and 7,12-dimethylbenz(a)anthracene (DMBA) [26]. Their tumor outgrowth data indicate that repression of Sca-1 reduces tumorigenicity or outgrowth potential as observed in normal mammary epithelial cells. Similarly, another report shows delayed tumor development in MP/DMBA induced tumors in Sca-1 knock-out mice [27]. In this case, the delay in tumor development was attributed to the upregulation and activation of PPARγ. In contrast, our data indicate that Sca-1 may restrict cell growth. There are several explanations for these discrepancies. First, the tumors were developed under different conditions likely driven by different signaling pathways, which have been shown to yield very different tumor histopathologies [8]. Second, the relative level of Sca-1 on the cell surface is likely to govern how Sca-1 regulates signaling activities [1]. This may also account for the lack of overlapped genes in the microarrays when comparing the data of Upadhyay et. al. and our data set. Yuan et. al. only shared 15 genes in common with our data set with a p<0.01 and a fold change >1.5 (Table S2). These genes were all upregulated, but did not reveal an enrichment of a common functional pathway. 

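Table S2 genes of varied function had higher values in shSca-1 cells. Sod3, which encodes extracellular superoxide dismutase, had an intensity of 24.2 ± 14.5 (SD, n = 3) in shLuc cells and 304 ± 155 (SD, n = 3) in shSca-1 cells, a log2 fold change of 3.68 (standard error 0.62, adjusted p = 0.16 from limma). Its shLuc values lay near background, and with intensities under 64 set to 64 the log2 fold change was 2.07. Another Sod3 probe set, brighter in shLuc cells, had means of 58.55 and 66.4. Its log2 fold change was 0.18 (adjusted p = 0.86 from limma), so the rise was seen by the brightest probe set only. Tnfrsf9, a tumor necrosis factor receptor gene, had a log2 fold change of 2.18 (standard error 0.31, adjusted p = 0.11 from limma), and of 1.31 with a floor of 64. Its other probe sets had log2 fold changes of 0.55 and 2.39. Birc3, an inhibitor of apoptosis, had one of 1.38 (standard error 0.20, adjusted p = 0.11 from limma). The fucosyltransferase gene Fut7, between 4.61 and 25.6 on all arrays, had 1.73, and 0.42 with intensities under 16 set to 16, and C79407, named through Table S1, had 0.62. Of the 15 genes, 12 had a positive log2 fold change by the brightest probe set and 9 were higher at the paper's thresholds. By the probe sets that Table S1 lists, 14 of the 15 were higher at these thresholds, all but Insm1. That count was 8 without shLuc replicate 2 or without shSca-1 replicate 3. It was 9 without shSca-1 replicate 2 or with a replicate block. Map7, listed as Mtap7, had -0.65 (standard error 0.49, adjusted p = 0.74 from limma), Ceacam1 -0.31 (standard error 0.24, adjusted p = 0.74) and Insm1 -0.50 (standard error 0.39, adjusted p = 0.74) by their brightest probe sets. Their probe sets with the table's direction had 1.08, 0.78 and 1.38, of which the 1.38 of Insm1 was 0 with intensities under 16 set to 16 and the 1.08 of Map7 was 0 with a floor of 64. Map7 was brightest on shLuc replicate 3, at 595 against 143 to 204 on the other arrays. Without that array, Map7 had -0.04, Ceacam1 -0.05 and Insm1 -0.44, and 9 of the 15 genes passed an adjusted p under 0.05 in limma. The 13 genes with a symbol in the array's annotation had a camera adjusted p of 4.8e-10, and an adjusted p of 0.063 with an estimated correlation, with 9 higher when adjusted over the list alone. Table S2 was chosen in part on these samples and is not independent evidence of direction.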

Since the tumor cell models employed in the two studies were developed using different methods, it is likely that they express Sca-1 at different levels. Furthermore, it is unlikely that the efficiency of Sca-1 repression is the same as different shRNA constructs were used. Cell context no doubt plays an important role in influencing the effects of Sca-1 in tumors that may have been derived from very different cell lineages. For instance, CD24^high^/Sca1^−^ luminal mammary epithelial cells (MECs) do not express ER and PR and have increased *in vitro* progenitor activity in contrast to CD24^high^/Sca-1^+^ luminal MECs that are ER and PR positive with reduced in vitro progenitor activity [6]. Nevertheless, these studies highlight that Sca-1 likely regulates multiple cellular processes.

In conclusion, we provide evidence that Sca-1 regulates multiple cellular functions in mammary tumor cells. Our data highlight the importance of studying Sca-1 in the context of tumor development. To definitively differentiate the roles that Sca-1 plays in tumor initiation and tumor progression it will be necessary to use a conditional system in which Sca-1 can be knocked at various stages of tumor development. Additionally, it may be necessary to evaluate the role of Sca-1 in tumor subpopulations in models in which tumor-initiating cells are present. Further investigations along these lines will lead to a better understand of GPI anchored protein functions in tumors.

## Materials and Methods

### Ethics Statement

Mice were maintained in accordance with the National Institutes of Health Guide for the Care and Use of Experimental Animals with approval from the Baylor College of Medicine Institutional Animal Care and Use Committee (Animal Protocol: AN-504).

### Cell Line

The Wnt1-YL cell line was derived from an invasive carcinoma (ZD2508) of an MMTV-Wnt1 FVB/n mouse. The cells were grown in DMEM/F12 (Invitrogen) at ph 7.6, with 2% adult bovine serum (Gemini Bio-Products), antibiotic/antimycotic (Invitrogen), 5 µg/ml gentimycin (Sigma), 10 µg/ml insulin (invitrogen) and 5 ng/mL EGF (Invitrogen).

### Lentiviral Vectors

pLKO lentiviral vectors (Open Biosystems) with shRNA targeting Sca-1 were used to repress expression of Sca-1. The LeGO-Sca-1-iG2 was constructed by PCR amplifying Sca-1 cDNA from the pSport6-Sca-1 plasmid (Open Biosystems) using the follow primers: 5′-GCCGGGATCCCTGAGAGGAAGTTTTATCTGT-3′ and 5′-GCCGGAATTCTCAGAGCAAGGTCTGCAG-3′. The PCR product was digested BamHI and EcoRI cloned into the LeGO-iG2 expression vector.

### Lentiviral Transductions

293T-packaging cells were transiently transfected with pLKO-shRNA vectors (Open Biosystems), Gag-Pol and VSV-G plasmids using FuGENE 6 (Roche) according to the manufacturer's guidelines. Forty-eight hrs after transfection, virus-containing medium was collected from transfected 293T cells, filtered through a 0.45-mm syringe filter, and applied to Wnt1-2508 cells. The cells were spun at 300 *g* in a swinging platform rotor for 30 min. After 24 hrs, the lentiviral supernatant was removed from Wnt1-2508 cells and replaced with fresh medium. Forty-eight hrs later, cells were trypsinized and split at a low density with the addition of 4 mg/ml puromycin (Sigma) to select for transduced cells.

### Transplants

Clearance of the mammary fat pad and MEC transplantation procedures were performed as previously described [28]. Cells were trypsinized with 0.25% Trypsin-EDTA (Invitrogen) and counted using a Vi-CELL XR Cell Viability Analyzer (Beckman Coulter). The designated number of cells were washed and resuspended in Hank's balanced salt solution (Invitrogen). The cells were injected into the cleared inguinal fat pad of 3–4 week old FVB/n mice (Harlan). Tumors were allowed to develop for up to 16 weeks.

### Growth Curve

Cells were plated at 50,000 cells/well in 6-well plates and replenished with fresh medium every 48 hrs. Cells were trypsinized and counted every 24 hrs 4 days using a Vi-CELL XR Cell Viability Analyzer (Beckman Coulter).

### Adhesion Assay

10^5^ cells were seeded onto CytoMatrix™ Cell Adhesion Strips coated with BSA, Collagen Type I and IV, Fibronectin, Laminin, Vitronectin (Millipore) according to the manufacturer's guidelines. The cells were allowed to adhere for 1 hr at 37°C, non-adherent cells were washed off with PBS, and adherent cells were stained with 0.2% crystal violet. The relative attachment was determined by absorbance at 560 nm on a microplate reader and all samples were normalized to BSA coated wells. Statistical analysis was performed by one-way ANOVA followed by Tukey's multiple comparisons test.

### Migration Assay

Cells were grown to confluence in 6-well plates. A p1000 pipet tip was used to make a scratch down the center of each well. Pictures were taken on an inverted microscope (Zeiss) every 6 hrs for 24 hrs to evaluate migration across the scratch. Following the scratch, the cells were wash and refreshed with complete media. Axiovision software (Zeiss) was used to measure the distance across each scratch. For each experiment, 3 fields along the scratch of each well were analyzed in triplicate for each sample. A two-way ANOVA followed by Bonferroni tests was used to compare the mean at each time point.

### mRNA Real Time-PCR

cDNA templates were generated using a SuperScript II as previously described. Quantitative PCRs were run using SYBR Green reagent (Applied Biosystems) on a StepOnePlus thermocycler (Applied Biosystems), normalized to β-actin, and fold changes were calculated using the comparative CT (ΔΔCT) method using StepOne software v2.0.1 (Applied Biosystems). Primer sequences for Sca-1, Ccl2, Ccl7, Cxcl5, Mmp-9, and S100a8 were obtained from (Roche Applied Science).

### Flow Cytometry

Cells were trypsinized, trypsin was neutralized with culture medium containing ABS and centrifuged at 450× *g* for 5 min, and the cell pellet was resuspended in HBSS containing 2% ABS (HBSS+). Cells were counted and separated for labeling with antibodies. The cells were incubated primary antibodies for 20 minutes on ice, washed twice with HBSS+ and resuspended with HBSS+ containing Sytox Blue or Sytox Red (Invitrogen) to exclude dead cells. The cell suspensions were filtered using 40 µm filter (BD Falcon) and analyzed on a LSRII Fortessa (Becton Dickinson). The following primary antibodies were used: PE-conjugated (PE) rat anti-mouse Sca-1 (1∶100; BD Pharmingen), APC hamster anti-mouse/rat CD 29 (1∶100; BioLegend), FITC hamster anti-mouseCD49b (1∶100; eBioscience), PE mouse anti-human CD49c (1∶100; BD Pharmingen), PE rat anti-mouse CD49e (1∶100; BD Pharmingen), FITC rat ant-human CD49f (1∶100; BD Pharmingen), PE rat anti-mouse CD51 (1∶100; BD Pharmingen), Alexa Fluor 647 hamster anti-mouse/rat CD61 (1∶100; BioLegend), PE rat anti-human CD104 (1∶100; BD Pharmingen) and the corresponding isotype controls.

### Immunohistochemistry and Immunofluorescence

Mice were injected with 3 mg/mL BrdU (0.01 mL/g body weight) two hrs prior to sacrifice. Tumors were harvested and fixed in 4% paraformaldehyde for two hrs on ice. Tissues were embedded in paraffin blocks and 6–8 µm sections were cut for immunostaining. Sections were boiled in sodium citrate antigen retrieval buffer for twenty minutes. Sections were blocked with a 5% BSA, 0.05% Tween-20 in PBS for immunohistochemistry and in 10% goat serum in PBS for immunofluorescence. Primary antibodies were incubated at 4°C overnight. BrdU (1∶10; BD), K5 (1∶10,000; Covance), K8 (1∶5000; Univ. of Iowa), pan-Keratin (1∶5000; Sigma).

### Microarray

Total RNA was isolated from cells using TRIzol Reagent (Invitrogen) and then cDNA was made from total RNA with SuperScript II (Invitrogen) using random primers. cDNA was treated with RNase H (Invitrogen) to remove RNA. Microarray analysis was done with Affymetrix MG 430 2.0 chip. Statistical analysis was done with dChip software package (www.dChip.org), using PM-MM model and invariant set normalization. Differentially expressed genes were identified using two-sided t-test and fold change on log-transformed data. Java TreeView represented expression values as color maps [29]. Microarray data have been deposited into the Gene Expression Omnibus database (GSE30684) and followed MIAME requirements.

## Supporting Information

Figure S1 **Repression of Sca-1 did not alter cell death.** TUNEL staining of tumor sections (A–E). Positive control, DNaseI-treated shLuc tumor section (A). shLuc and shSca-1 early lesions (B, C) and tumors (D, E).
(TIF) Click here for additional data file.

Figure S2 **qRT-PCR analysis of selected genes in shLuc and shSca-1 cells.** Relative mRNA expression of Sca-1, Mmp-9, S100a8, Cxcl5, Ccl2, and Ccl7 (A–F, respectively).
(TIF) Click here for additional data file.

Table S1 **Differentially expressed genes in shSca-1 tumor cells.** Listed are statistically significant genes with p<0.01 and a fold change >1.5 in shSca-1 cells compared to shLuc control cells.
(XLS) Click here for additional data file.

Table S2 **Upregulated genes associated with Sca-1 loss in tumors.** Listed are the statistically significant genes upregulated with p<0.01 and a fold change >1.5 in both shSca-1 cells and MP/DMBA tumors in Sca-1 knockout mice.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

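RNA from Wnt1-YL cells grown in culture was hybridized to 6 arrays, 3 from shLuc cells and 3 from shSca-1 cells. The paper's methods name the Affymetrix MG 430 2.0 chip, its results name the 430A 2.0 array, and the table of values has 45101 probe sets. The authors computed intensities with dChip, using the PM-MM model and invariant set normalization. The values are linear intensities, of which 1.12% are exactly 1. The array medians were 39.5, 38.2 and 40.6 for shLuc replicates 1, 2 and 3, and 37.5, 38.4 and 37.3 for shSca-1 replicates 1, 2 and 3. The number of arrays limits the precision.

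Probe sets were named from the array's annotation table. Of 45037 probe sets tested, 34945 had 1 gene symbol, 932 had several and 9160 had none, which gave 18193 genes with a probe set of their own. Symbols were checked against the reference gene tables through Entrez identifiers. The files name no genome build for these probe sets, so no position is given. Each gene is represented by the probe set, among those assigned to it alone, with the highest mean log2 value over all 6 arrays.

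Values under 1 were set to 1 and log2 was taken. The 64 control probe sets were left out, and no filter on dim probe sets was applied. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend in the variance), with no replicate block. P-values were adjusted by the Benjamini-Hochberg method over all probe sets tested, with a threshold of 0.05. The paper's thresholds, an unadjusted p under 0.01 and a fold change over 1.5, were applied to the same limma values, and the fold was taken from the difference of mean log2 values. The methods' t-test was an alternative. Tested on simulated data with the spread of these arrays, limma recovered 29% of probe sets changed by 1 on the log2 scale and 70% of those changed by 2. Without shLuc replicate 3 it recovered 51% and 81%, and with no change it made 0 calls in either case.

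Gene lists of the Ly6/uPAR family, chemokines, NF-kB and acute inflammation genes, interferon-stimulated genes, integrins, matrix proteins, proteases, cell junctions, actin, cell cycle, Wnt, FGF, TGF-β, PPARγ, lipid metabolism, autophagy and lysosomes, glutathione, cell type markers and ribosomal and control genes were written before the data were examined, when the fold changes of Table S1 had been seen. Of 822 list entries, 66 had no probe set of their own. With the genes of Table S2 this made 28 lists, which were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 28 lists. The deviations of 2 arrays with the same replicate number from their group means had correlations across probe sets of -0.04, -0.02 and -0.03, below that of arrays with other numbers, so the replicates were not treated as pairs.

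The named genes were fixed by a rule set before the data were examined. The rule takes the genes named in the paper, those of Table S2, up to 4 members of each list with the smallest adjusted p, and the 12 genes with the largest rise and the 12 with the largest fall among those with an adjusted p under 0.05, of which there were none on 6 arrays. Where a gene outside it is named, the text says that it was chosen after its values were seen. The alternatives were quantile normalization, centring each array on its median, setting intensities under 16 or 64 to that value, a filter at the 40 percentile of mean log2 value, no trend in the variance, robust variance, the methods' t-test, a fold from arithmetic means, the mean of all probe sets of a gene, a replicate block and leaving out each array in turn. The combination of the methods' t-test with a fold from arithmetic means, and camera with an estimated correlation without shLuc replicate 3, were chosen after seeing the data. The flow cytometry, adhesion, migration, transplantation and qRT-PCR data of the paper were left out, since the table holds array values only.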

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

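The tests of mixed RNA, of a swapped array, of a luminal shift and of the spread of shLuc replicate 3, and the markers named here except Krt8, were chosen only after the result was seen. Chance was tested by splitting the 6 arrays in all 10 ways.

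shLuc replicate 3 stood apart from the other 5 arrays, with Krt18 at an intensity of 7175 and 135 probe sets at 500 or more and over 10 times every other array, in an array that the paper does not discuss singly. RNA of other cells added to Wnt1-YL RNA is argued against as long as over 10% was Wnt1-YL RNA, since 25 probe sets at 500 or more on every other array lay under 0.1 of their lowest value there, against 0 on any other array. A swap with an shSca-1 array is argued against because Ly6a was 9.06 times the highest shSca-1 array, and the scaling because 134 probe sets stayed over 10 times every other array after quantile normalization. A shift of the same cells toward a luminal state cannot be told apart from other cells in place of Wnt1-YL cells by the marker counts. Markers were counted at an intensity of 100 or more and at least 4 times every other array. Past both cuts were 10 of 18 luminal markers, among them Krt18, Krt8, Elf5 and Cd24a, which is also on the stem marker list. So were 2 of 20 mesenchymal markers (Fn1 and Prrx1) and 1 of 21 leukocyte markers (Cd14), against 0 of 13 basal and 0 of 16 endothelial markers. Of 20 stem and progenitor markers, 3 (Cd24a, Prom1 and Sox2) were past both cuts. Another array had at most 1 such marker. A wrong label or an array of another culture stays open. The luminal shift is the only biological explanation tested, as the design names none within shLuc.

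No probe set passed an adjusted p under 0.05 in limma on 6 arrays, where 4170 had an unadjusted p under 0.05 and the methods' t-test with the same adjustment gave 4. The spread that shLuc replicate 3 adds may account for this, since 1244 passed without it and 0 passed when any other array was left out. With 3 arrays against 3, the 10 splits are too few for a share under 0.05. The real split gave 0 probe sets at an adjusted p under 0.05 and the highest other 1, so that 10 of 10 splits gave as many. At the paper's thresholds the real split gave 824 and the highest other 698, so that 1 of 10 gave as many, and for gene lists past a camera adjusted p of 0.05 it gave 7 and the highest other 7, so that 3 of 10 did.

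Of the 64 probe sets of Table S1 with a fold of more than 4, 39 had a mean under 64 in both groups, as had 229 of all 574. Noise near the floor as the whole cause of the directions of dim probe sets is argued against, because the brightest other probe set of the same gene had the direction of the dim one in 76% of 50 genes (exact 95% interval 61.8% to 86.9%), where it was 92.3% of 155 genes (exact 95% interval 86.9% to 95.9%) for Table S1 probe sets with a mean of 64 or more in a group. Noise behind the folds of more than 4 cannot be told, since for these the share was 87.5%, or 7 of 8 genes (exact 95% interval 47.4% to 99.7%), in a test added after the values were seen, and the size of the folds was not tested. Probe sets of a gene share the same 6 arrays, so this speaks to noise of single probe sets and leaves differences between arrays open. A biological difference between the shRNAs also stays open, untested for these probe sets.

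Outside the genes that the paper discusses, Il6 had a log2 fold change of 3.09 (adjusted p = 0.20 from limma), 2.43 with intensities under 64 set to 64, and 3.70 without shLuc replicate 3 (adjusted p = 0.0076 from limma). Ces1g had a log2 fold change of 3.62, 2.36 with intensities under 64 set to 64, and 3.18 without that array (adjusted p = 0.0013 from limma). Of the autophagy and lysosome genes, 7 were lower at the paper's thresholds.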

How the results depend on the processing

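Camera with an estimated correlation without shLuc replicate 3 was chosen after seeing the data. The cause was not tested for any change given here, except that leaving out an array or filtering leaves fewer arrays or probe sets. For the gene lists, the estimated correlations are given below. The count at an adjusted p under 0.05 in limma, 0 on 6 arrays (4170 at an unadjusted p under 0.05), was 5 after quantile normalization, 19 after centring the arrays, 24 and 7 with floors of 16 and 64, 32 with the filter on dim probe sets, 56 with robust variance, 4 by the methods' t-test, 0 to 1244 when 1 array was left out, and 0 with no trend and with a replicate block. For Table S1 probe sets it was 5, 19, 14, 4, 32, 56 and 3 in that order, and 0 to 273 when 1 array was left out (0 on 6 arrays). The 824 at the paper's thresholds became 329 with a floor of 64, and 507 to 1605 when 1 array was left out. Ly6a, at -4.17, passed an adjusted p under 0.05 after centring (-4.11), with the filter (-4.17) and with robust variance (-4.17), and lay between -4.64 and -3.92 when 1 array was left out. It did not pass after quantile normalization (adjusted p = 0.052), with floors of 16 and 64 (0.11 and 0.20), with no trend (0.32), by the methods' t-test (0.24), with a replicate block (0.21) or without any array but shLuc replicate 3 (0.18 to 0.50). Chemokine ligands higher at an adjusted p under 0.05 numbered 1 after centring, with a floor of 64, with the filter and with robust variance, and 0 to 3 when 1 array was left out. At the paper's thresholds they numbered 3 with floors of 16 or 64, no trend, the methods' t-test or a replicate block. Table S2 genes higher at an adjusted p under 0.05 numbered 1 after centring, with a floor of 64 and with the filter, 2 with robust variance and 0 to 9 when 1 array was left out. Ly6/uPAR members lower numbered 1 at the paper's thresholds with a replicate block, and 0 to 1 when 1 array was left out by either threshold.

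Lists past a camera adjusted p of 0.05, 7 on 6 arrays, numbered 0 with an estimated correlation, on 6 arrays and without shLuc replicate 3 alike, 2 by fry, and 6 to 11 when 1 array was left out. With an estimated correlation, then by fry, then with an estimated correlation without shLuc replicate 3, the adjusted p was 0.28, 0.20 and 0.32 for chemokines, 0.15, 0.059 and 0.32 for NF-kB genes, 0.32, 0.11 and 0.32 for G2/M, 0.43, 0.20 and 0.56 for fatty acid oxidation, and 0.32, 0.070 and 0.52 for autophagy. In the same order it was 0.15, 0.037 and 0.32 for cholesterol, and 0.063, 2.6e-04 and 0.18 for Table S2 genes. These were the 2 lists past 0.05 by fry. The chemokine list also had 0.12 after quantile normalization, 0.053 with a replicate block, and 0.0018 to 0.19 when 1 array was left out. The estimated correlation was -5e-04 for chemokines and -0.07 for Table S2 genes, both under the preset 0.01. A larger correlation between genes therefore does not account for the higher p of those lists. The estimate was 0.05 for NF-kB genes, 0.44 for G2/M, 0.28 for fatty acid oxidation, 0.10 for cholesterol and 0.18 for autophagy. With an estimated correlation, all 10 splits of the arrays gave 0 lists. The only named gene with its sign turned and past the threshold was Il17b, at -0.48 without shLuc replicate 3 and up to 3.09 without another array.

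Of 144 named genes besides Ly6a, 105 had the same sign under all alternatives, and 6 of those in Table S1 or past the thresholds did not. The 6 were Fgf20, Fut7, Ctnnd2, Aox3, Krt15 and Pecam1, each with a log2 fold change of 0 with a floor of 64. A value of 0 is a lost difference and not a turned sign. Of the 144, 13 passed an adjusted p under 0.05 under some alternative other than leaving out an array, 49 without shLuc replicate 3 and 0 without any other array. The median log2 fold change of all probe sets was -0.03 as deposited, 0.02 after quantile normalization and 0.03 after centring. Probe sets near the floor, such as Fgf20, are limited by their signal over background.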

Differences from the paper's values

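The paper's count of Table S2 genes at its thresholds is 15, and in limma 9 were past them by the brightest probe set. By that probe set every alternative set before the data were examined gave 7 to 9 and differed too. By the probe sets that Table S1 lists, limma gave 14 of the paper's 15 and the methods' t-test all 15. The counts by those probe sets were 9 with a replicate block, 9 without shSca-1 replicate 2 and 8 without shLuc replicate 2 or without shSca-1 replicate 3, and 10 to 15 under the other alternatives. The other values of the paper that were set beside those computed here differed by no more than the replicate spread or 1.5 times. The paper states that Fgf20 was higher. Its log2 fold change was 1.05 (standard error 0.38, unadjusted p = 0.028 from limma), with the paper's direction and not past the paper's thresholds. It passed them by the methods' t-test, and with floors of 16 or 64 there was no difference. The paper states that all Table S2 genes were higher. Of the 15, 12 were higher by the brightest probe set, while Map7 (-0.65), Ceacam1 (-0.31) and Insm1 (-0.50) were not. Without shLuc replicate 3 they had -0.04, -0.05 and -0.44. By the probe sets that Table S1 lists with that direction, the 3 genes had 1.08, 0.78 and 1.38, but that of Insm1 was 0 with a floor of 16 and that of Map7 was 0 with a floor of 64. Of the 574 probe sets of Table S1, 122 were not past the paper's thresholds in limma, and 372 in limma were outside Table S1. The methods' t-test with a fold from arithmetic means of the intensities, a combination chosen after seeing the values, gave 574, all 574 of them those of Table S1, and so dropped 0 of the paper's. The paper states that Ly6a was the only Ly6 family member lower. On 6 arrays 0 others were lower in limma, with a replicate block Lypd3 was lower past the paper's thresholds, at -1.65 (adjusted p = 0.59), and without shLuc replicate 3 Lypd6b was, at -1.42 (adjusted p = 0.0076).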

Other observations

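Genes of autophagy and lysosomes had lower values in shSca-1 cells. Sqstm1, which encodes the autophagy receptor p62, had an intensity of 2484 ± 121 (SD, n = 3) in shLuc cells and 1114 ± 89.0 (SD, n = 3) in shSca-1 cells, a log2 fold change of -1.16 (standard error 0.10, adjusted p = 0.051 from limma). Nbr1, another receptor gene, had -0.98 (standard error 0.13, adjusted p = 0.090 from limma), the LC3 family gene Gabarapl1 -0.63, and Flcn, which encodes folliculin, -0.69. The others of the 7 were Gaa, Manba and Ppt1, which encode lysosomal enzymes and were chosen after their values were seen. Of 33 measured, 7 were lower and none was higher at the paper's thresholds, with 11 lower and 1 higher when adjusted over the list alone, and 6 are in Table S1. The list had a camera adjusted p of 1.6e-07, and an adjusted p of 0.32 with an estimated correlation. Without shLuc replicate 3, 8 passed an adjusted p under 0.05 in limma, all lower. Of 29 glutathione and xenobiotic genes, Mgst1, Gstm1 (-1.14), Gstm2 (-1.09, chosen after its values were seen) and Aox3 (-2.97, and -0.03 with intensities under 16 set to 16) were lower and Ces1g higher at the paper's thresholds, with 4 lower and 1 higher when adjusted over the list alone and a camera adjusted p of 0.20.

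Integrin genes were mostly not past the thresholds. The paper measured some of their proteins by flow cytometry. Among those expressed, it found a difference for α5-integrin alone, which was higher in shSca-1 cells. Itga5 had an intensity of 243, 250 and 68.6 on shLuc replicates 1, 2 and 3 and of 213, 295 and 205 on the shSca-1 arrays, a log2 fold change of 0.54 (standard error 0.49, adjusted p = 0.78 from limma), and -0.07 without shLuc replicate 3 (adjusted p = 0.89 from limma). Itga2 was higher at the paper's thresholds in limma, at 1.02 (standard error 0.28, adjusted p = 0.35 from limma), and at 0.82 without that array (adjusted p = 0.15 from limma). It was not past them by the methods' t-test (unadjusted p = 0.031). Itga6 had 0.25, Itgb1 0.12, Itgav 0.24, Itga3 0.17, Itgb4 -0.14 and Itgb3 -0.24. They had -0.29, -0.01, -0.12, -0.01, -0.42 and 0.69 in that order without shLuc replicate 3. Of 24 measured, 1 was higher at the paper's thresholds, none when adjusted over the list alone, and the camera adjusted p was 0.20. Gdf10, a TGF-β family ligand gene, had 0.38 (standard error 0.30, adjusted p = 0.75 from limma), and no difference with a floor of 64. Pparg, near background at 15.6 and 7.94, had -1.74 (standard error 0.92, adjusted p = 0.63 from limma). With a floor of 16, Pparg had -0.08. With every array kept, Inhbb alone of 30 TGF-β pathway genes was past the paper's thresholds. It was also the only one past 0.05 when adjusted over the list alone, and the camera adjusted p was 0.36. When shLuc replicate 3 was left out, 1 of the 30 was higher and 2 were lower at an adjusted p under 0.05 in limma. Over the list alone, 2 were then higher and 3 lower. The higher one in limma was Id3, at 1.99 (adjusted p = 0.011 from limma), against 1.31 with that array (adjusted p = 0.55 from limma).

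The remaining lists were not called by camera on 6 arrays. Of the basal markers, Krt15 and Krt17 (-0.75) were lower at the paper's thresholds and when adjusted over the list alone, out of 13, while Krt5 had 0.66 (adjusted p = 0.69 from limma) and 0.11 without shLuc replicate 3. The camera adjusted p was 0.76 for basal, 0.13 for luminal, 0.12 for mesenchymal, 0.55 for leukocyte and 0.48 for endothelial markers. Of stem and progenitor surface markers, Aldh2 was lower (-0.77) at the paper's thresholds and when adjusted over the list alone, and the camera adjusted p was 0.22, and 0.042 without shLuc replicate 3, with an adjusted p of 0.32 with an estimated correlation. Krt8 had -2.08 on 6 arrays and -0.24 without shLuc replicate 3. In limma, 0 of the 33 interferon-stimulated, 17 PPARγ, 18 luminal, 20 mesenchymal, 21 leukocyte, 16 endothelial and 18 ribosomal and control genes passed the paper's thresholds. At an unadjusted p under 0.05 there were 2, 1, 0, 4, 1, 0 and 1 of them, and by the methods' t-test at the paper's thresholds 1 endothelial gene and 0 of the other lists. The same test put 0 integrins, 1 basal and 0 stem markers, 2 cholesterol genes, 3 cell cycle inhibitors, 6 autophagy and lysosome genes and, of the glutathione and xenobiotic genes, 3 lower and 1 higher past these thresholds. The camera adjusted p was 0.61 for interferon-stimulated, 0.70 for PPARγ and 0.093 for ribosomal and control genes, the last 0.037 without shLuc replicate 3 (adjusted p = 0.52 with an estimated correlation). Camera's direction had the opposite sign to the median and mean for the matrix protein, Wnt target and leukocyte lists, to the mean for the G1/S, PPARγ and stem marker lists, and to the median for the actin list. The median of the matrix protein list turned from negative to positive after quantile normalization and after centring.

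The groups did not overlap for 7439 of the 45037 probe sets, or 16.5%, where chance gives 10% for 3 arrays against 3.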
